# Modest Static Pressure Suppresses Columnar Epithelial Cell Growth in Association with Cell Shape and Cytoskeletal Modifications

**DOI:** 10.3389/fphys.2017.00997

**Published:** 2017-12-05

**Authors:** Man Hagiyama, Norikazu Yabuta, Daisuke Okuzaki, Takao Inoue, Yasutoshi Takashima, Ryuichiro Kimura, Aritoshi Ri, Akihiko Ito

**Keywords:** intraluminal pressure, mucosal degeneration, columnar epithelium, slow cell cycle, mechanopathology, two-chamber culture

## Abstract

Intraluminal pressure elevation can cause degenerative disorders, such as ileus and hydronephrosis, and the threshold is fairly low and constant, 20–30 cm H_2_O. We previously devised a novel two-chamber culture system subjecting cells cultured on a semipermeable membrane to increased culture medium height (water pressure up to 60 cm H_2_O). Here, we sought to determine how a continuous pressure load of ~30 cm H_2_O affects proliferating epithelial cells with special interest in the link with cell morphology. We cultured several different cell lines using the low static pressure-loadable two-chamber system, and examined cell growth, cell cycle, and cell morphology. Madin–Darby canine kidney (MDCK) columnar epithelial cells were growth-suppressed in a manner dependent on static water pressure ranging from 2 to 50 cm H_2_O, without cell cycle arrest at any specific phase. Two other types of columnar epithelial cells exhibited similar phenotypes. By contrast, spherical epithelial and mesenchymal cells were not growth-suppressed, even at 50 cm H_2_O. Phalloidin staining revealed that 50 cm H_2_O pressure load vertically flattened and laterally widened columnar epithelial cells and made actin fiber distribution sparse, without affecting total phalloidin intensity per cell. When the mucosal protectant irsogladine maleate (100 nM) was added to 50-cm-high culture medium, MDCK cells were reduced in volume and their doubling time shortened. Cell proliferation and morphology are known to be regulated by the Hippo signaling pathway. A pressure load of 50 cm H_2_O enhanced serine-127 phosphorylation and cytoplasmic retention of YAP, the major constituent of this pathway, suggesting that Hippo pathway was involved in the pressure-induced cell growth suppression. RNA sequencing of MDCK cells showed that a 50 cm H_2_O pressure load upregulated *keratin 14*, an intermediate filament, 12-fold. This upregulation was confirmed at the protein level by immunofluorescence, suggesting a role in cytoskeletal reinforcement. These results provide evidence that cell morphology and the cytoskeleton are closely linked to cell growth. Pathological intraluminal pressure elevation may cause mucosal degeneration by acting directly on this linkage and the Hippo pathway.

## Introduction

Intraluminal pressure exists at various sites in the body, such as the digestive, biliary, and urinary tracts, and intraocular, intracranial, and intraventricular spaces. The normal mean values range approximately from 5 to 20 cm H_2_O (Enevoldsen et al., 1976; Schmidt et al., 1978; Coelho et al., 1985; Bratt and Nilsson, 1987; Liu et al., 2003; Kawoos et al., 2015). Increases in intraluminal pressure are thought to cause several diseases and disorders, such as ileus, jaundice, hydronephrosis, hydrocephalus, and glaucoma (Lindahl et al., 1995; Leske et al., 2003; Kumar et al., 2010). These pathological conditions involve degenerative lesions of the mucosa and nervous system, and are known to emerge when intraluminal pressure is persistently elevated over 20–30 cm H_2_O (Bratt and Nilsson, 1987; Leske et al., 2003; Kawoos et al., 2015). Thus, the threshold for pressure-induced degeneration is fairly low and constant, regardless of the tissues or organs where the pressure is loaded. This suggests that there is a common mechanism by which such low pressure causes cell and/or tissue degeneration, but the precise molecular basis has not yet been intensively examined.

Recently, we devised a new two-chamber culture system, in which small amounts of water pressure can be loaded on cells without disturbing the standard culture conditions, such as normal pH and partial pressures of oxygen and carbon dioxide (Yoneshige et al., 2017). Using this system, we demonstrated that mouse superior cervical ganglion neurons degenerated when water pressure was over 30 cm H_2_O (Yoneshige et al., 2017). Cell adhesion molecule 1, an immunoglobulin superfamily member, appeared to be involved in this neuronal degeneration through increased ectodomain shedding to produce a C-terminal fragment that accumulates in neurites (Yoneshige et al., 2017).

On the other hand, mucosal degeneration associated with intraluminal pressure elevation is thought to involve the retardation of mucosal epithelial renewal, suggesting that pressure directly suppresses epithelial cell proliferation. This speculation is reasonable but its mechanisms have not been carefully examined. The Hippo signaling pathway may be involved because it is crucial for controlling epithelial cell growth by regulating contact inhibition (Gumbiner and Kim, 2014; Yu et al., 2015). This pathway consists of a molecular cascade involving MST2, LATS1, LATS2, YAP, and TAZ (Yu et al., 2015). When the pathway is inactive, YAP is present in the nucleus and transactivates target genes, promoting cell proliferation (Yu et al., 2015). When the pathway is activated, YAP is phosphorylated and retained in the cytoplasm, resulting in suppression of target gene transactivation and cell proliferation (Yu et al., 2015).

Irsogladine maleate (IM) has long been widely used as a mucosal protectant that promotes the healing of gastric ulcers, based on its ability to reinforce epithelial cell adhesion by increasing adhesion-related molecule expression, gap junctional cell–cell communication, and cAMP production (Akagi et al., 2013). Thus, IM may counteract the action of water pressure on epithelial cells.

The aim of the present study is to examine how a continuous pressure load of ~30 cm H_2_O affects proliferating epithelial cells, as we intend to reproduce the *in vivo* process when erosive surfaces of the mucosa are being re-epithelialized by epithelial cell growth under the condition of intraluminal pressure elevation. We had a special interest in cell shape change induced by pressure load, because mucosal epithelia consist generally of columnar-shaped cells. We cultured various types of epithelial and mesenchymal cells using a water pressure-loadable two-chamber system, and examined changes in cell growth profiles and cell morphology. Next, we analyzed protein expression of the Hippo pathway molecules and addressed the Hippo signaling activity, and we comprehensively compared gene expression between pressure-loaded and non-loaded epithelial cells by RNA sequencing. In addition, we examined whether IM rescued the pressure-induced phenomena of epithelial cells. Pressure-induced phenotypes revealed a close link among morphology, cytoskeleton, and proliferation in columnar epithelial cells.

## Materials and methods

### Cells, antibodies, and reagents

Madin–Darby canine kidney (MDCK), NIH3T3, and TIG-1 cells were purchased and cultured as described in our previous reports (Ito et al., 2000, 2008; Hosokawa et al., 2011). Human lung adenocarcinoma NCI-H441 cells (lot no. 58294188) were purchased from the American Type Culture Collection (Manassas, VA, USA) and grown as previously described. Human colon adenocarcinoma Caco-2, and human gastric adenocarcinoma (signet-ring cell carcinoma) KATO-III and NUGC-4 cells were purchased from the Riken BioResource Center, Tsukuba, Japan. All experiments using these cells were performed within 4 months after resuscitation. MDCK, Caco-2, and NCI-H441 cell monolayer cultures on semipermeable membranes were used as representative *in vitro* models of columnar epithelia (Volpe, 2011; Ren et al., 2016). KATO-III and NUGC-4 cells were used as representatives that are of epithelial origin but have a spherical morphology; this morphology well resembles that of signet-ring cell carcinoma cells *in vivo* (Sekiguchi et al., 1978; Nakashio et al., 1997).

Primary antibodies used in this study targeted MST2 (#3952; Cell Signaling, Beverly, MA, USA), LATS1 (C66B5; Cell Signaling), LATS2 (#A300-479A, Bethyl Laboratories, Montgomery, TX, USA), YAP (#4912; Cell Signaling), Phospho-YAP (Ser127; #4911, Cell signaling), TAZ (#HPA007415; Sigma-Aldrich, St. Louis, MO, USA), keratin 14 (LL002; Dako, Glostrup, Denmark), lamin B (M-20; Santa Cruz, Dallas, TX, USA), MCM7 (DCS-141; Medical & Biological Laboratories, Nagoya, Japan), β-actin (Medical & Biological Laboratories), and GAPDH (Medical & Biological Laboratories). Peroxidase-conjugated secondary antibodies used for western blot analysis were purchased from Amersham (Buckinghamshire, England). Phalloidin (rhodamine conjugated) and DAPI were purchased from Molecular Probes (Carlsbad, CA, USA) and Dojindo (Kumamoto, Japan), respectively. IM was kindly provided by Nippon Shinyaku Co., Ltd. (Kyoto, Japan), and was dissolved in DMSO at a concentration of 1 mM (stock solution). Blebbistatin and jasplakinolide were purchased from Wako Pure Chemical Industries (Osaka, Japan) and BioVision, Inc. (San Francisco, CA, USA), and was dissolved in DMSO at concentrations of 150 and 1.5 mM (stock solution), respectively.

### Two-chamber culture system for water pressure loading

The water pressure-loadable two-chamber culture device was previously described in detail (Yoneshige et al., 2017). Briefly, the upper chamber composite consisted of a long plastic cylinder with a water-tight connection with a culture insert lined with a semipermeable membrane, and the unit was placed vertically in a 10-cm dish lower chamber. Between the two chambers, a porous (150 μm, 200 cm^2^) silicon sheet was inserted to support the semipermeable membrane against the medium (water pressure) applied to the upper chamber cylinder. Using this device, cells were subjected to water pressure levels (cm H_2_O) dictated by the height of the medium from the surface to the semipermeable membrane. Partial pressures of oxygen and carbon dioxide and pH were confirmed to be comparable in the upper and lower chambers (Yoneshige et al., 2017).

4 × 10^4^ MDCK or Caco-2 cells, 8 × 10^4^ NCI-H441 cells, and 1 × 10^5^ NIH3T3, TIG-1, KATO-III, or NUGC-4 cells were seeded onto the bottom of a culture insert lined with a semipermeable membrane (transparent PET membrane, pore size 1.0 μm; Corning Life Sciences, Durham, NC, USA) placed in a 6-well plate, and cells were grown in 2-cm-high Eagle's minimum essential medium (EMEM, for MDCK, Caco-2, and TIG-1), RPMI1640 (for NCI-H441, KATO-III, and NUGC-4), or Dulbecco's modified Eagle's medium (DMEM, for NIH3T3) (Wako Pure Chemical Industries) containing 10% fetal bovine serum (FBS). The following day, when the cells grew to ~40–50% confluency, the insert was set in the pressure-loadable two-chamber system, and the upper and lower chambers were filled with the appropriate medium containing 10% FBS. In some experiments, the IM, blebbistatin or jasplakinolide stock solution or DMSO was added to the upper chamber at 10,000 × (100 nM for IM), 7,500 × (20 μM for blebbistatin) or 75,000 × (20 nM for jasplakinolide) dilution, respectively.

Cell doubling time was calculated as described previously (Nakamoto et al., 2001) with some modifications (see Fluorescent staining and confocal microscopy). Cell cycle analysis was performed using propidium iodide and flow cytometry, as described previously (Ito et al., 2000). Cell viability was examined by trypan blue (0.4 v/w% solution; Wako Pure Chemical Industries) staining. Experiments were done in triplicate, and repeated independently at least three times with essentially similar results.

### RNA sequencing

Total RNA was extracted from MDCK cells cultured in 2- and 50-cm-high media using a miRNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer's protocol. Library preparation was performed using a TruSeq stranded mRNA sample prep kit (Illumina, San Diego, CA, USA) according to the manufacturer's instructions. Sequencing was performed on an Illumina HiSeq 2500 platform in 75-base single-end mode. Illumina Casava 1.8.2 software was used for base-calling. Sequenced reads were mapped to the dog reference genome (CanFam3.1) using TopHat v. 2.0.13 in combination with Bowtie 2 v. 2.2.3 and SAMtools v. 0.1.19. The fragments per kilobase of exon per million mapped fragments (FPKMs) was calculated using Cuffnorm v. 2.2.1. Among the genes calculated with a normalized FPKM value >1.0 in both MDCK cell cultures, 730 genes were more than 2-fold up- or downregulated from the 2-cm H_2_O to 50-cm H_2_O pressure load. A total of 730 significantly changed genes was queried against functional annotations in the NextBio, Gene Ontology, Broad MSigDB Regulatory Motif, and Broad MSigDB Canonical Pathways databases (http://software.broadinstitute.org/gsea/index.jsp), and more than 100 biological groupings (biogroups) were identified to have a *P* < 0.01 (see Table S2).

### Protein extraction and western blot analysis

Protein extraction from cultured cells and western blot analysis were performed as described previously (Koma et al., 2008). Immunoreactive band intensities were quantified using ImageJ software (National Institutes of Health, Bethesda, MD, USA), as described previously (Mimae et al., 2012).

### Fluorescent staining and confocal microscopy

Phalloidin staining and nuclear labeling with DAPI were performed as previously described (Ito et al., 2012; Mimae et al., 2012). Immunofluorescence coupled with phalloidin labeling was performed as previously described (Ito et al., 2012). Briefly, cells were fixed in paraformaldehyde, blocked with 2% bovine serum albumin, and incubated with an antibody against keratin 14 or MCM7, then visualized with Alexa Flour 488-conjugated secondary antibody (anti-mouse IgG; Jackson ImmunoResearch, West Grove, PA, USA). After washing three times with phosphate buffered saline, phalloidin staining was performed for 10 h at 4°C. Nuclei were labeled with DAPI. Fluorescence images were captured using a C2+ confocal scanning system equipped with 488-nm argon and 543-nm helium–neon lasers (Nikon, Tokyo, Japan). The vertical sectional (Z-plane) images were generated by Z-stack confocal microscopy using a 0.4-μm motor step. Captured images were analyzed on the Nikon C2+ computer system using Analysis Controls tools. Length and area were measured with Annotations and Measurements, cell numbers were counted as the number of DAPI-stained nuclei identified using Object Count, and phalloidin intensity (arbitrary unit) was calculated using ROI Statistics. The mean total phalloidin intensity per cell was calculated as follows: in a high-power field view using a 60 × objective lens, the total intensities were measured in three XY planes that were in the middle of the Z-axis, and 0.8 μm up and 0.8 μm down, and the mean value was calculated and expressed as phalloidin intensity per XY plane. The total intensity of phalloidin per cell was calculated as follows: the mean phalloidin intensity of 10 randomly selected ZX planes was multiplied by the area of the XY plane, then divided by the cell number. Ten randomly selected high-power field views were examined per experimental group, and the mean and standard deviation were calculated. In some experiments, Z-projected 3-dimentional images were constructed, and used for analyses of phalloidin intensity (see **Figure 2B**).

To calculate cell doubling time, cells were observed through a 20 × objective lens on days 1, 2, and 3 of culture, and total cell numbers per field view were counted as the number of DAPI-stained nuclei identified using Object Count. Ten randomly selected field views were examined per sample, and their mean value was calculated in triplicate cell cultures (30 field views in total) for each day of culture. The mean cell numbers of 3 timepoints were input into Doubling Time Calculator (http://www.doubling-time.com/compute_more.php). The mean and standard deviation of doubling time were calculated by repeating the cell count experiment independently five times.

For assessment of cell proliferation, the number of MCM7-positive nuclei was counted in the randomly selected high-power field views, and its ratio to the total cell number (MCM7 positivity; %) was calculated. The mean ratio and standard deviation were calculated in triplicate experiments.

### Statistical analysis

Differences among experimental groups were analyzed statistically; ANOVA was applied for time-course plots of cell numbers using the software “EZR” (Easy R) (Kanda, 2013), and paired Student's *t*-test for cell doubling time, cell morphological variables, phalloidin and western blot intensities, and immunofluorescence positivity. A *P* ≤ 0.05 was considered to indicate statistical significance.

## Results

### Low static pressure flattens columnar epithelial cells and suppresses their growth

MDCK cells, which are of epithelial origin with a columnar morphology, were cultured on a semipermeable membrane below culture medium that was 2, 15, 30, or 50 cm in height, and the cell numbers were counted after 1, 2, and 3 days. The cell growth curve showed a slow ascent and the doubling time lengthened in a culture medium height-dependent manner (Figure 1A). Two other columnar epithelial cell lines, NCI-H441 and Caco-2, and two mesenchymal cell lines, TIG-1 and NIH3T3, were cultured in 2- or 50-cm-high culture medium. NCI-H441 and Caco-2 cells produced results similar to those of MDCK cells (Figures S1A,D), whereas TIG1 and NIH3T3 cells did not exhibit significant differences between the two culture conditions (Figures S2A,C). KATO-III and NUGC-4 cells, which are of epithelial origin but have a spherical morphology, were not growth-suppressed by a static pressure of 50 cm H_2_O (Figures S3A,C). Cell cycle profiles of MDCK, NCI-H441, and Caco-2 cells were analyzed by flow cytometry. There were no apparent growth-arrested phases or no appearance of sub-G1 populations detectable in cells in 50-cm-high-medium cultures (Figure 1B; Figures S1B,E). Consistent results were obtained by immunofluorescence of MDCK cells against MCM7, a marker for DNA replication; the MCM7-positive cell proportions were comparable between 2- and 50-cm-high-medium cultures (Figure 1C). There were practically no MDCK cells positive for trypan blue staining in 50-cm-high-medium cultures. These results suggested that growth suppression in pressure-loaded cells was not due to increased cell death or apoptosis.

**Figure 1:**
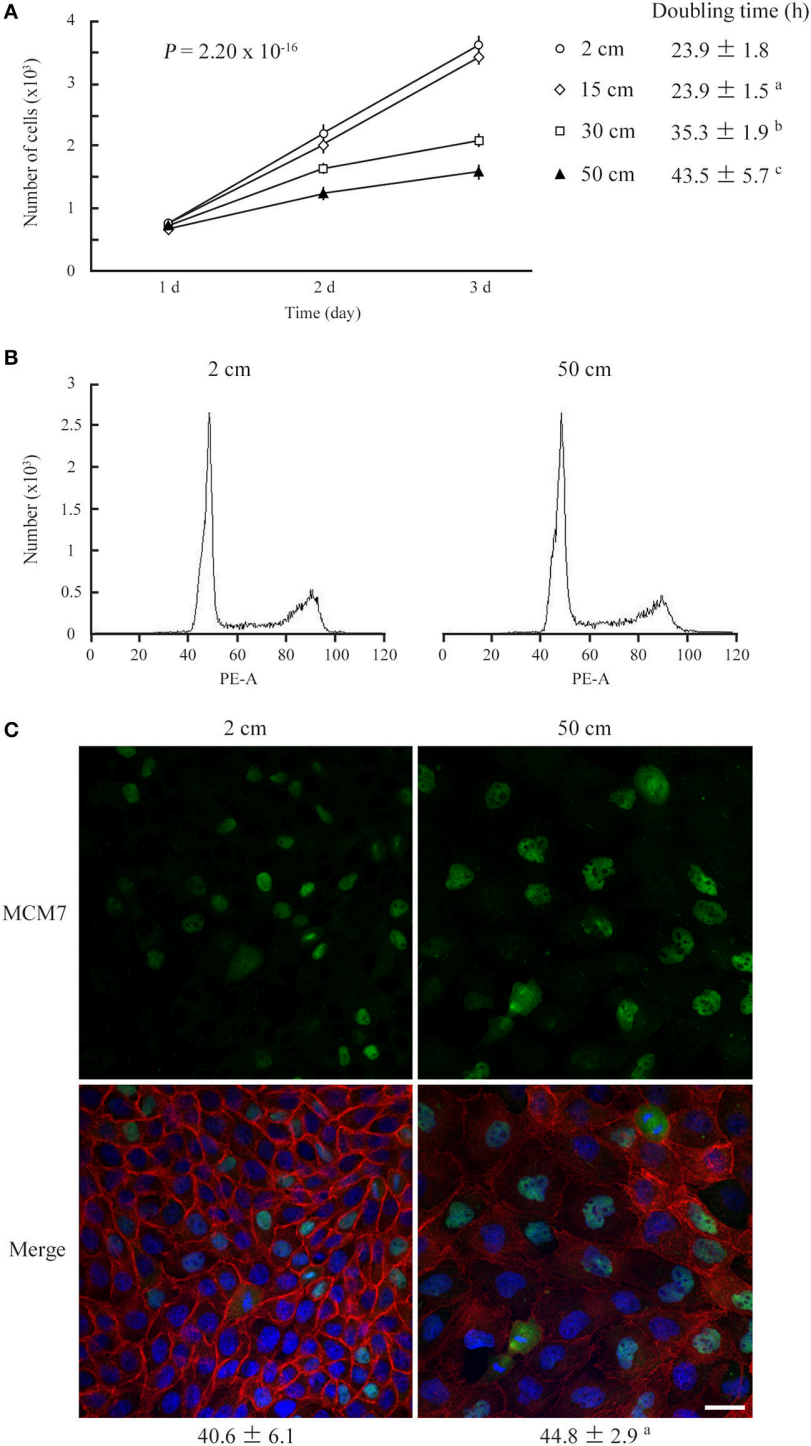
Low static pressure suppresses MDCK cell number increase. **(A)** MDCK cells were cultured on a semipermeable membrane in 2-, 15-, 30-, or 50-cm-high culture medium for 3 days. Cell numbers were counted every day, and the means were plotted with error bars indicating standard deviations (*n* = 3 per group for each experiment). The time-course plots of cell numbers were analyzed by ANOVA; the *P*-value is shown. Cell doubling time (mean ± standard deviation, hour) was calculated from five independent experiments. ^a,b,c^*P* = 0.985, < 0.001, and < 0.001, respectively, by Student's *t*-test when compared with 2-cm-high-medium cultures. **(B)** After 3 days of culture in 2- or 50-cm-high medium, MDCK cells were labeled with propidium iodide and analyzed by flow cytometry. Representative results are shown. **(C)** MDCK cells were cultured in 2- or 50-cm-high medium for 3 days, then were triple-stained with MCM7 immunofluorescence (green; upper), phalloidin labeling (red), and DAPI nuclear staining (blue). The three images are merged (lower). MCM7 positivities (mean ± standard deviation, %; *n* = 3 per group) are shown below the photo panels. ^a^*P* = 0.208, by Student's *t*-test when compared with 2-cm-high-medium cultures. Scale bar = 20 μm.

Cultured cells were stained with phalloidin. MDCK cells were found to change drastically in shape with the application of a static pressure of 50 cm H_2_O. The cell area tripled in the XY plane and the cell height roughly halved in the Z-axis, resulting in 1.5-fold enlargement of the cell volume (cell area × cell height) (Figure 2A). Phalloidin staining was markedly weakened in the cytoplasm and on the cell membrane when XY planes around the middle of the Z-axis were observed, but the total intensity per cell was unchanged when the cell volume increase was taken into consideration (Figures 2A,B), suggesting that actin fibers became sparsely distributed as the cell volume increased. Similar results were obtained with NCI-H441 and Caco-2 cells (Figures S1C,F). By contrast, in 50-cm-high-medium cultures of KATO-III and NUGC-4 cells, some cells showed a little flattened morphology, but there was no apparent decrease in phalloidin staining intensities (Figures S3B,D). Neither TIG-1 nor NIH3T3 cells exhibited substantial differences in cell shape or phalloidin staining intensity between 2- and 50-cm-high-medium cultures (Figures S2B,D).

**Figure 2:**
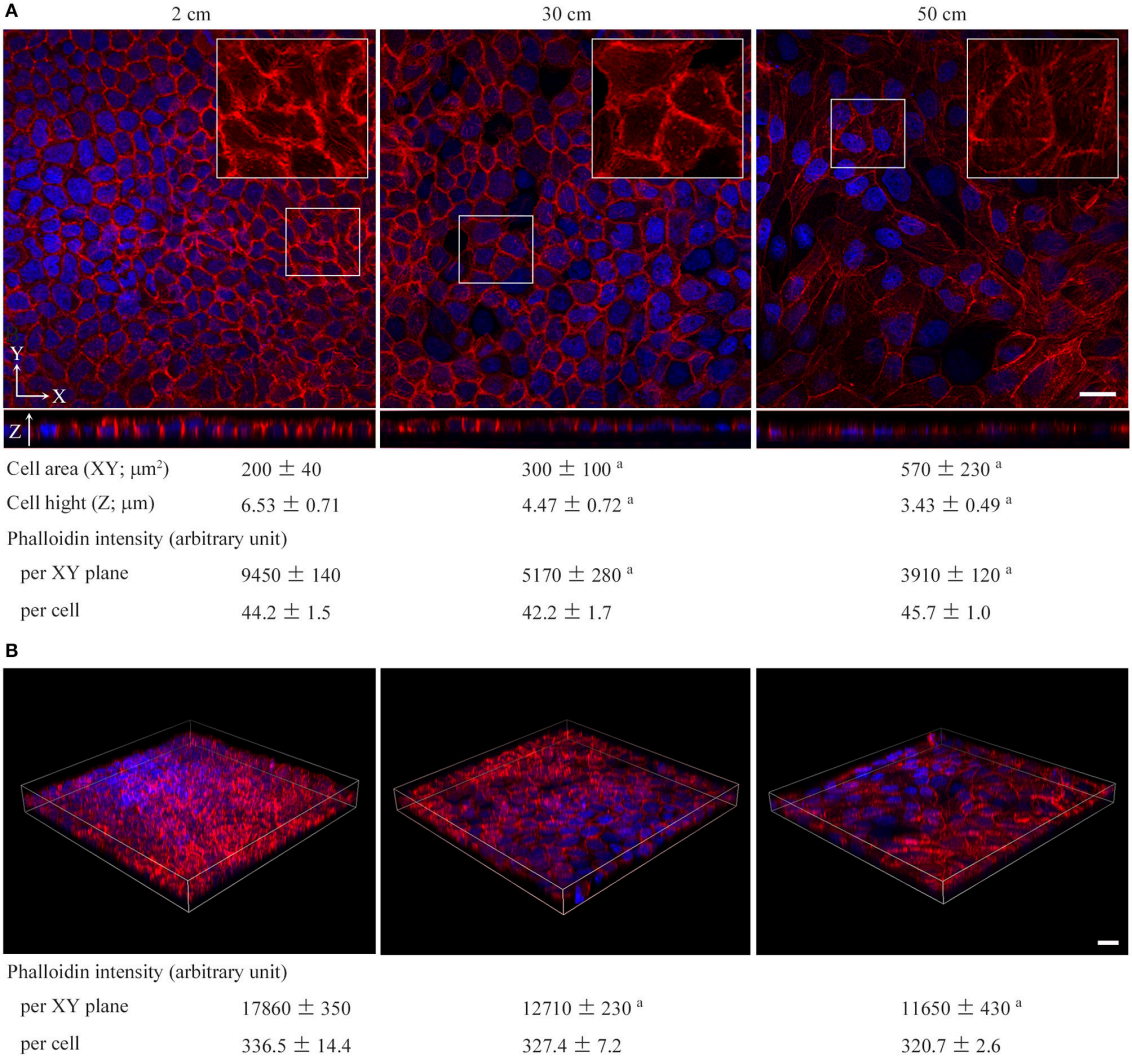
Low static pressure flattens epithelial cells in association with diffusion of phalloidin staining. MDCK cells were cultured on a semipermeable membrane in 2-, 30-, or 50-cm-high culture medium for 3 days, and stained with a mixture of phalloidin (red) and DAPI (blue). In **(A)**, cell area and height and phalloidin intensity were measured by laser microscopic examinations. The total intensities of phalloidin per XY plane and per cell were calculated. The former is the mean intensity of three XY planes around the middle of the Z-axis. The latter is calculated as follows: the mean phalloidin intensity of 10 randomly selected ZX planes was multiplied by the area of the XY plane, then divided by the cell number. Boxed areas are enlarged to depict intracellular phalloidin staining, where DAPI fluorescence is not merged. In **(B)**, Z-projected images of MDCK cell monolayers are shown. The total phalloidin intensity contained in each 3-dimentional structure was divided by the cell height and the total cell number present in the monolayer to calculate the phalloidin intensity per XY plane and per cell, respectively. The measured and calculated values (mean ± standard deviation; *n* = 3 per group) are shown below the photo panels. ^a^*P* ≤ 0.001 by Student's *t*-test when compared with 2-cm-high-medium cultures. Scale bar = 20 μm.

### Alterations in protein expression of hippo pathway molecules by low static pressure

MDCK cells were cultured in 2- or 50-cm-high culture medium for 3 days, and their protein extracts were fractionated into cytosolic and nuclear fractions. Successful fractionation was confirmed by western blot analyses with antibodies against glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and lamin B (Figure 3; the original image Figure S4). The duplicate blots were examined for expression of the Hippo pathway molecules, MST2, LATS1, LATS2, YAP, and TAZ. No appreciable differences were detected in the expression levels of the four molecules, i.e., MST2, LATS1, LATS2, or TAZ, between the two culture conditions in either fraction (Figure 3). Similar results were obtained with NCI-H441 and Caco-2 cells (Figure 3). In contrast, significant differences were detected in the YAP expression. Total YAP levels were decreased in the nuclear fractions of the three cell lines cultured in 50-cm-high medium, and in line with this, serine-127 phosphorylated YAP was increased in their cytoplasmic fractions (Figure 3).

**Figure 3:**
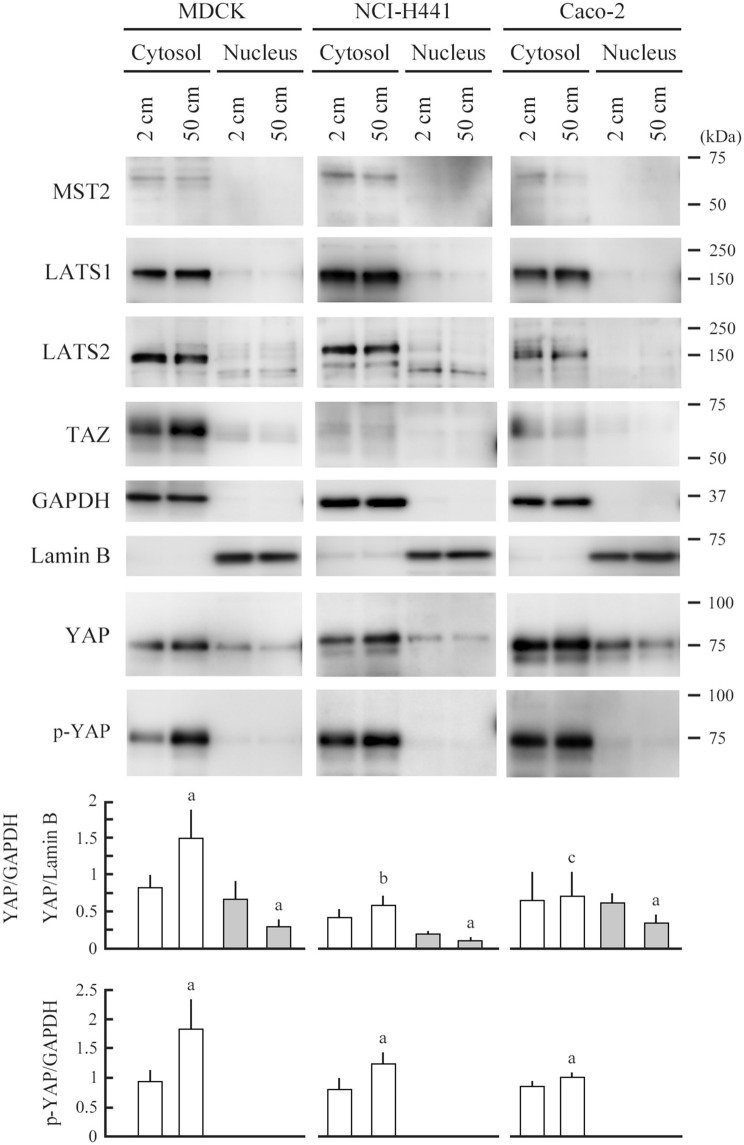
Expression analyses of Hippo pathway molecules. MDCK, NCI-H441, and Caco-2 cells were cultured on a semipermeable membrane in 2- or 50-cm-high medium for 3 days. Cytosolic and nuclear proteins were separately extracted from the cells, and were blotted with the antibodies indicated. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and lamin B were used as cytoplasmic and nuclear markers, respectively. Intensities of the immunoreactive bands for YAP, serine-127 phosphorylated YAP (p-YAP), GAPDH, and lamin B were measured densitometrically. The mean ratios of cytosolic YAP and p-YAP to GAPDH (white bar) and nuclear YAP to lamin B (gray bar) and their standard deviations were calculated from the data obtained in three independent experiments. ^a^*P* < 0.05, and ^b,c^*P* = 0.213 and 0.868, respectively, by Student's *t*-test when compared with 2-cm-high-medium cultures.

### Upregulation of keratin 14 in MDCK cells by 50 cm H_2_O pressure

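MDCK cells are an established canine kidney line that grows as a sheet of columnar epithelium. For the RNA sequencing, 1 culture in 2-cm-high medium was compared with 1 culture in 50-cm-high medium, the height of the medium setting the static pressure on the cells in cm H_2_O. The sample labels place RNA extraction at day 3 of culture. Each group therefore had 1 sample, none of the values has replicates, and no difference between the cultures could be set against replicate error. The authors prepared stranded mRNA libraries, sequenced them as 75-base single-end reads, mapped the reads to the dog genome CanFam3.1 with TopHat and calculated with Cuffnorm the FPKM values, which are fragments on a gene scaled by its exon length and the library size. The files list 23510 features by gene symbol, each with an FPKM value per culture, and give neither read counts nor genomic positions. FPKM was above 0 for 15125 features in the 2-cm-high-medium culture and for 14951 in the 50-cm-high-medium culture, and above 1 for 11394 and 11199, respectively. Over the 11057 features with an FPKM value above 1 in both cultures, the median FPKM was 16.2 in 2-cm-high medium and 16.3 in 50-cm-high medium. The 10 highest features took 9.05% of the summed FPKM in 2-cm-high medium and 7.88% in 50-cm-high medium. The number of reads per library is unknown, but the lowest values lay on steps that whole reads leave. Of the 574 features above 0 and below 0.1 FPKM in both cultures, 219 had a ratio between the cultures within 0.2% of 1.0977, the value given where 1 read fell on the gene in each culture. A further 56 lay at 2.1954, the ratio of 2 reads to 1, and 70 at 0.5488, the ratio of 1 read to 2. A read was thus worth 9.8% more FPKM in the 50-cm-high-medium culture, and at such values a 2-fold change can be the difference of 1 read. Changes were computed as the ratio of the 50-cm to the 2-cm FPKM value without a pseudocount, following the paper's rule of an FPKM value above 1 in both cultures and a change of more than 2-fold. The spread of the log2 ratio among the 500 features nearest in mean log2 FPKM served as a yardstick for single genes. It combines measurement noise with real differences between genes and is not replicate error.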

RNAs were extracted from MDCK cells cultured in 2- and 50-cm-high culture medium, and gene expression differences were compared by RNA sequencing. The raw data have been deposited in the NCBI Gene Expression Omnibus database (GSE100794). Top 10 up- or down-regulated genes are listed in Table S1. 

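Among the 11057 features with an FPKM value above 1 in both cultures, the 10 with the largest ratios of 50-cm over 2-cm FPKM (no replicates) rose by 2.89-fold to 11.87-fold. KRT14 headed them and was followed by C32H4orf26, which went from 2.24 to 12.3 FPKM (5.49-fold), and FST, which encodes follistatin, from 8.58 to 40.9 FPKM (4.76-fold). ABCC2 rose from 1.03 to 4.73 FPKM (4.58-fold), and LOC102153941, a locus without a gene name, from 7.57 to 33.2 FPKM (4.39-fold). The other members were LOC102153462 (3.18-fold), LOC102155800 (3.07-fold), COL5A3 (2.97-fold), DSG3 (2.94-fold) and ANKRD1 (2.89-fold). CXCR7 had the smallest ratio, 0.173, with 7.43 FPKM in 2-cm-high medium and 1.28 FPKM in 50-cm-high medium. KIAA1755 fell from 10.7 to 1.98 FPKM (ratio 0.185), and LOC488818 from 132 to 28.0 FPKM (ratio 0.211). RLBP1 (ratio 0.213), the noncoding RNA H19 (0.240), ALDOC (0.247), DHRS3 (0.274), LOC607408 (0.282), SYT8 (0.2999) and LPIN1 (0.306) completed the downregulated list. On the log2 scale, the upregulated genes lay between 3.3 and 17.1 times the scaled median absolute deviation of the 500 features nearest in expression, and the downregulated genes between -4.7 and -11.9 times. Few reads may limit some of these ratios, although multiples of a step give the same ratio and the read numbers are unknown. The ratio of C32H4orf26 lay within 0.05% of that given by 5 reads against 1, the ratio of LOC102153941 within 0.05% of that given by 4 reads against 1, and the ratio of DHRS3 within 0.05% of that given by 1 read against 4. The other genes of both lists lay at no ratio that at most 10 reads in each culture give. For ABCC2, LOC102153462, LOC102155800 and COL5A3, each under 2 FPKM in 2-cm-high medium, the deviation among features of similar expression was 0.404 to 0.477 on the log2 scale. When an FPKM value above 1 was required in only one of the cultures, 6 features with 0 FPKM in 2-cm-high medium came ahead of KRT14, which then ranked 7. With a minimum of 0.1 FPKM in both cultures, KRT14 kept rank 1, but the list below it changed. Features such as LOC102153432 (8.78-fold, from 0.124 FPKM) and LOC102156926 (7.68-fold, from 0.134 FPKM) then came ahead of C32H4orf26.

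**Figure D1:**
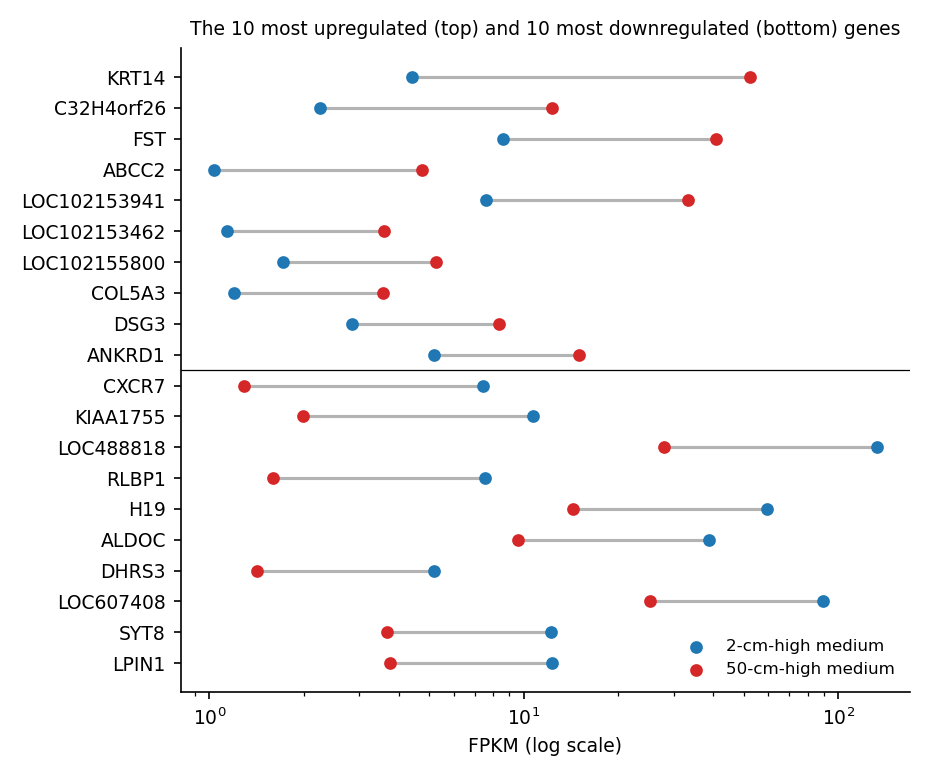
FPKM (log scale) in 2-cm-high medium (blue points) and 50-cm-high medium (red points) of the 10 most upregulated genes (above the line) and the 10 most downregulated genes (below the line), 1 culture per medium height, so no error bars. The gray bar joins the 2 values of a gene and is longest for KRT14, from 4.40 to 52.3 FPKM.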

The gene most upregulated in 50-cm-high-medium cultures was *keratin 14*, encoding a type I intermediate filament, with an 11.869-fold change (Figure 4A). 

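*Keratin 14* is listed in the files under the symbol KRT14. Its FPKM value was 4.40 in the 2-cm-high-medium culture and 52.3 in the 50-cm-high-medium culture (no replicates), a ratio of 11.869 or 3.57 on the log2 scale. This was rank 1 among the 11057 features with an FPKM value above 1 in both cultures, and the next feature, C32H4orf26, reached 5.49-fold, a ratio that 5 reads against 1 also give. Over the 500 features nearest to KRT14 in mean log2 FPKM, the scaled median absolute deviation of the log2 ratio was 0.209, and the log2 ratios of those features ran from -1.036 to 2.134. KRT14 thus lay 17.1 deviations from 0, although no replicate culture was available to measure the error of the ratio itself. Having rank 1, KRT14 had to exceed the highest of those features, so lying outside their range adds no support. Adding a pseudocount of 1 to both values lowered the fold change to 9.857, the largest shift among the alternatives tried. The paper reports the fold change of 11.869 and identifies *keratin 14* as the gene most upregulated by the pressure load.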

This upregulation was confirmed at the protein level by western blot analyses (Figure 4B). MDCK cells were double-stained with phalloidin and an anti-keratin 14 antibody. Keratin 14 expression was at trace levels in 2-cm-high-medium cultures, whereas it was clearly detected in the cytoplasm of MDCK cells cultured in 50-cm-high medium, in contrast to a marked decrease in phalloidin staining (Figure 4C). Using 730 genes that were more than 2-fold up- or down-regulated from the 2-cm H_2_O to 50-cm H_2_O pressure load, we performed gene ontology analysis to annotate their biological functions. 

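By the rule of an FPKM value above 1 in both cultures, 185 of 11057 features (1.67%) changed more than 2-fold between the cultures (no replicates), of which 43 were upregulated and 142 downregulated in 50-cm-high medium. A further 545 features changed more than 2-fold with FPKM values above 0.1, but not above 1, in both cultures. With the minimum set at 0.1 FPKM, 730 of 13280 features changed, 229 upward and 501 downward. The count moved most when any value above 0 was accepted, where 1216 of 14306 features passed 2-fold. It came to 281 at a minimum of 0.5 FPKM, 125 at 2 FPKM and 62 at 5 FPKM. The added genes more often had ratios at steps of few reads. Of the 545 changed features between the minima of 0.1 and 1, 270 (49.54%) had a ratio that at most 10 reads in each culture produce to within 0.05%, compared with 17 (9.19%) of the 185 changed features above 1 FPKM. Shifted step ratios that whole reads do not produce gave 1.15% and 1.18%, respectively. With 1 culture per medium height, no test of a single gene was possible, and the count states how many ratios passed 2-fold, not how many changes exceeded replicate error.

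**Figure D2:**
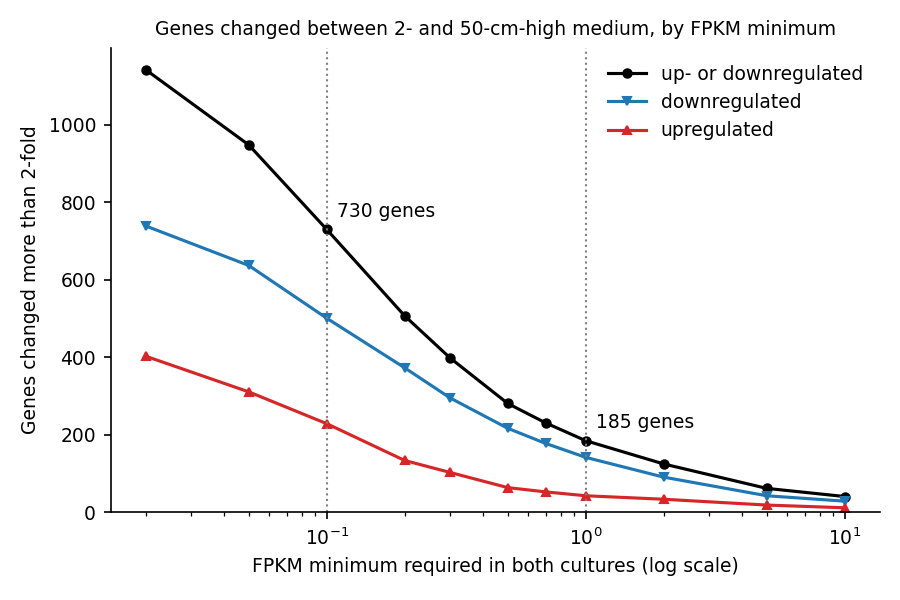
Number of features changed more than 2-fold (vertical axis) against the FPKM minimum required in both cultures (horizontal axis, log scale), in all (black circles) and by direction (red, upregulated; blue, downregulated), 1 culture per medium height. The count drops from 730 at a minimum of 0.1 FPKM to 185 at 1 FPKM, and downregulated features outnumber upregulated ones at every minimum.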

Gene categories significantly altered (*P* < 0.01) are listed in Table S2. 

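The gene categories of Table S2 were not in the files analysed here, so gene lists for AP-1 and lipid synthesis were written by hand before the FPKM files were opened. The mean log2 ratio (50-cm over 2-cm FPKM) of each list was compared with that of 100000 random draws of features from the same expression deciles, all with an FPKM value above 1 in both cultures. The p-values, from a 2-sided permutation test, were adjusted by the Benjamini-Hochberg method over 9 lists. They describe genes within 1 pair of cultures, and genes are not independent replicates. AP-1 is a dimer of JUN, FOS, ATF and BATF family proteins, and 12 of its 14 listed subunit genes could be tested. Their mean log2 ratio was -0.008 ± 0.452 (SD across genes), against -0.0168 for matched features (permutation p = 0.922, adjusted p = 0.922), with 5 genes higher and 7 lower in 50-cm-high medium. FOSL1 was the only subunit gene changed more than 2-fold, from 10.4 to 22.8 FPKM (2.20-fold). Genes regulated by AP-1, as opposed to its subunits, were not tested. No list of them was written, and a planned search of promoters was not run, because no genome was used here for it. The 21 cholesterol biosynthesis genes had a mean log2 ratio of -0.8508 ± 0.42 (SD across genes), against 0.0534 for matched features (permutation p = 1e-05, the smallest that 100000 draws give, adjusted p = 2.25e-05), and 20 of them were lower in 50-cm-high medium. The genes with more than 2-fold decreases included HMGCS1, from 202 to 67.8 FPKM, and TM7SF2, MSMO1, FDFT1, FDPS and SQLE, with ratios of 0.367 to 0.473. The 28 fatty acid and glycerolipid synthesis genes averaged -0.3169 ± 0.517 (SD across genes), against 0.0232 for matched features (permutation p = 1e-05, adjusted p = 2.25e-05), with 19 lower. Among them, LPIN1 fell from 12.3 to 3.77 FPKM, FADS2 from 94.98 to 36.12 FPKM and SCD from 317 to 157 FPKM. Raising the FPKM minimum to 5 moved the AP-1 mean to 0.0534 (10 genes) and the fatty acid mean to -0.287, whereas the cholesterol mean moved furthest with a pseudocount of 1, to -0.8341. In its gene ontology analysis, the paper names AP-1-related transcription as the most significantly upregulated category. It names biosynthesis and metabolism of lipids as the most significantly downregulated one.

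**Figure D3:**
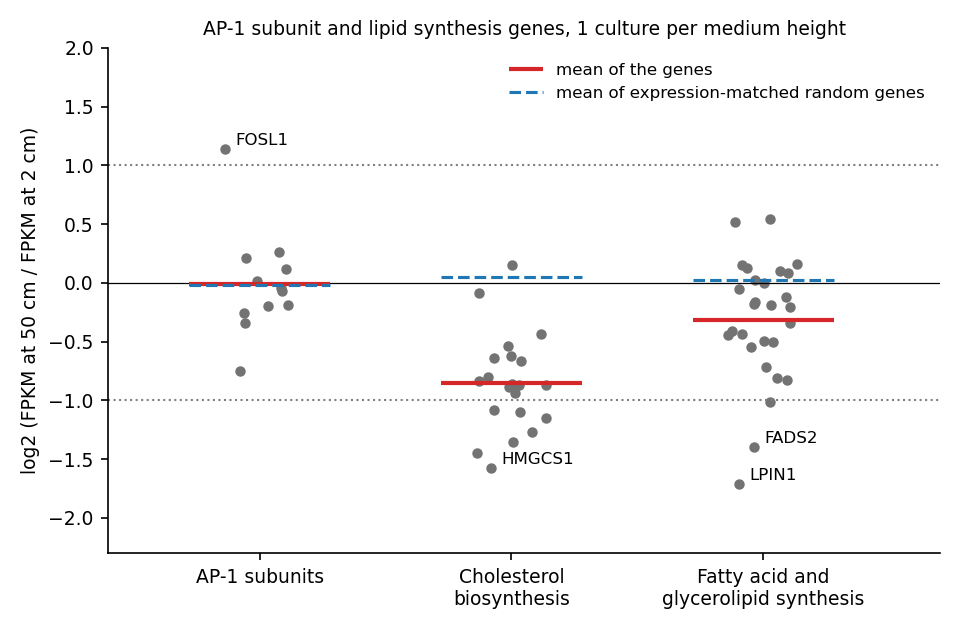
Log2 ratio of 50-cm over 2-cm FPKM (vertical axis) for each gene (gray points) of the AP-1 subunit, cholesterol biosynthesis, and fatty acid and glycerolipid synthesis lists, 1 culture per medium height. Red lines are list means and blue dashed lines the means of expression-matched random features; dotted lines mark 2-fold changes. The cholesterol mean lies at -0.8508 with 20 of 21 genes below 0, and the AP-1 mean lies at -0.008.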

Most significantly up- and down-regulated were the genes associated to transcriptional regulation related to activator protein 1 (AP-1), and those associated to biosynthesis and metabolism related to lipids and derivatives, respectively (Table S2).

**Figure 4:**
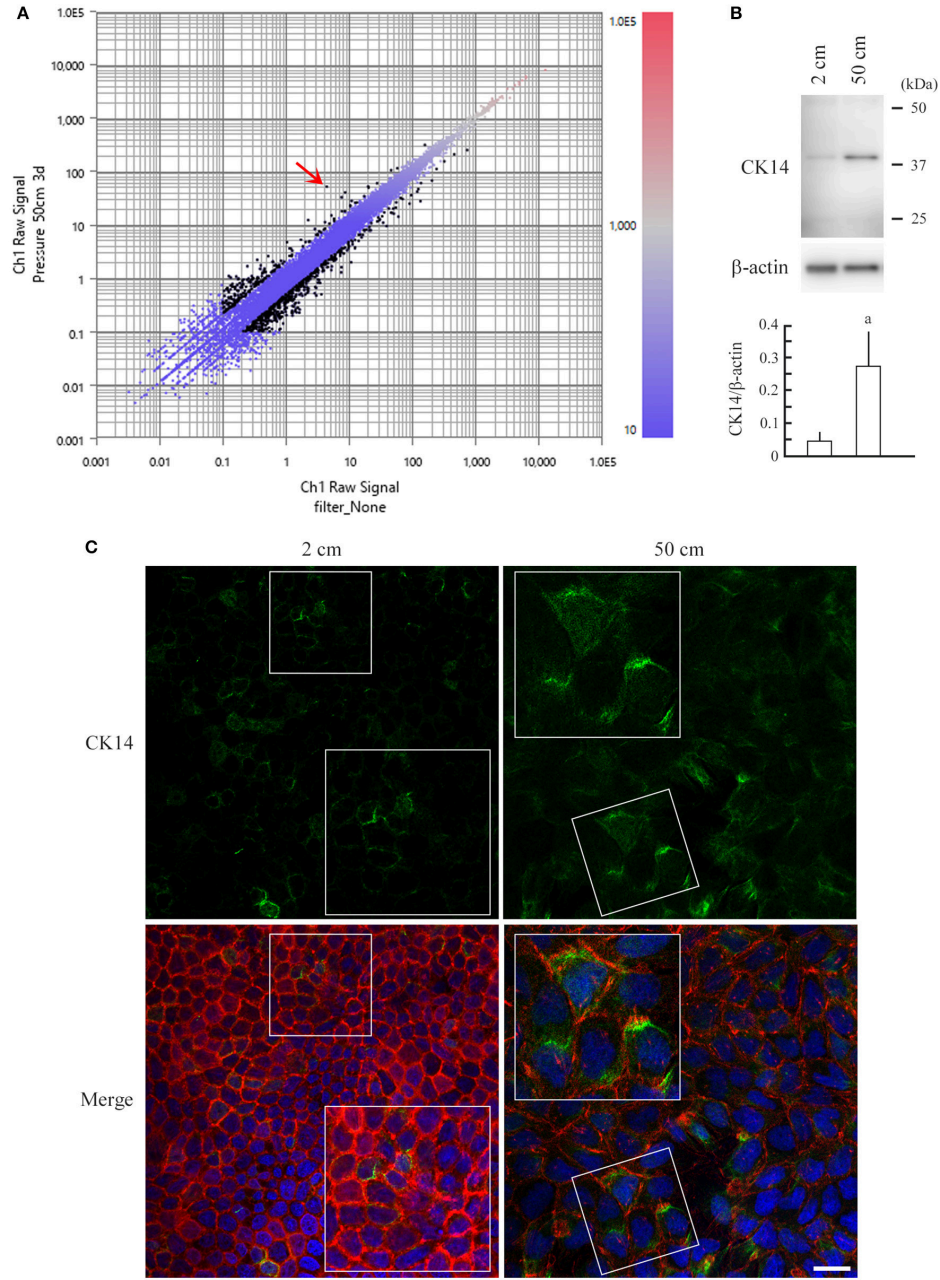
RNA sequencing of MDCK cells and upregulation of keratin 14 in pressure-loaded MDCK cells. **(A)** Total RNA was extracted from MDCK cells that were cultured in 2- or 50-cm-high medium, and was subjected to RNA sequencing-based gene expression comparison analysis. The data are expressed as a scatter plot comparing the log_10_ fragments per kilobase of exon per million mapped fragments (FPKM) values for 2-cm-high-medium cultures (X-axis) vs. 50-cm-high-medium cultures (Y-axis). The FPKM values are displayed in a red-to-blue gradation, with blue and red indicating the lowest and highest values, respectively. Black dots indicate genes with >2-fold change. *Keratin 14*, the gene most upregulated in 50-cm-high-medium cultures, with an 11.869-fold change, is indicated with a red arrow. **(B)** MDCK cells were cultured in 2- or 50-cm-high medium, and were subjected to western blot analysis using an anti-keratin 14 antibody (upper panel). The blot was reprobed with an anti-β-actin antibody to indicate the amount of protein loading per lane. Intensities of the immunoreactive bands for keratin 14 and β-actin were measured densitometrically. The mean ratios of keratin 14 to β-actin and standard deviations were calculated from the data obtained in three independent experiments, and were statistically analyzed by Student's *t*-test. ^a^*P* = 0.019 when compared with 2-cm-high-medium cultures. **(C)** MDCK cells were cultured on a semipermeable membrane in 2- or 50-cm-high medium for 3 days, then were triple-stained with keratin 14 immunofluorescence (green; upper), phalloidin labeling (red), and DAPI nuclear staining (blue). The three images are merged (lower). Boxed areas are enlarged to depict keratin 14 upregulation in the cytoplasm of pressure-loaded cells. Scale bar = 20 μm.

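Over the 11057 features with an FPKM value above 1 in both cultures (no replicates), the log2 FPKM values of the cultures had a Pearson r of 0.986. This correlation runs across genes, which are not independent replicates. The log2 ratio of 50-cm over 2-cm FPKM had a median of 0.0146 and an SD of 0.333 across features, and 10262 features (92.8%) changed by less than 1.5-fold. The spread narrowed as expression rose. In the lowest expression decile, with mean FPKM values of 1.03 to 2.85, the SD of the log2 ratio was 0.463, and in the highest decile it was 0.238. Of the 185 features changed more than 2-fold, 53 lay in each of the lowest 2 deciles and 7 in the highest. With a pseudocount of 1 added to each value, which shrinks the ratios of weakly expressed genes, 92 features remained past 2-fold.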

### Pharmacological assessment of pressure-induced phenomena

MDCK cells were cultured on a semipermeable membrane for 3 days in 2- or 50-cm-high culture medium containing either IM or vehicle (dimethyl sulfoxide, DMSO) alone (final concentrations of IM and DMSO, 100 nM and 10,000× dilution, respectively). Cell doubling times in 2-cm-high-medium cultures were comparable in the IM and vehicle groups, whereas in 50-cm-high-medium cultures, the IM group had a significantly shorter doubling time than the vehicle group (Figure 5A). Cell cycle analyses did not indicate any apparent differences between the two groups (Figure 5B). MDCK cells were stained with phalloidin. Cell morphology and phalloidin staining intensity were comparable between the IM and vehicle groups in 2-cm-high-medium cultures (Figure 6). When cultured in 50-cm-high medium, the IM group had a smaller XY plane cell area, a larger cell height, and a smaller cell volume than the vehicle group (Figure 6). IM-treated cells stained more strongly with phalloidin than the vehicle-treated cells, when observed in XY planes around the middle of the Z-axis. The total intensity per cell, however, was comparable in the IM and vehicle groups (Figure 6), suggesting that IM did not affect the kinetics of actin polymerization/depolymerization.

**Figure 5:**
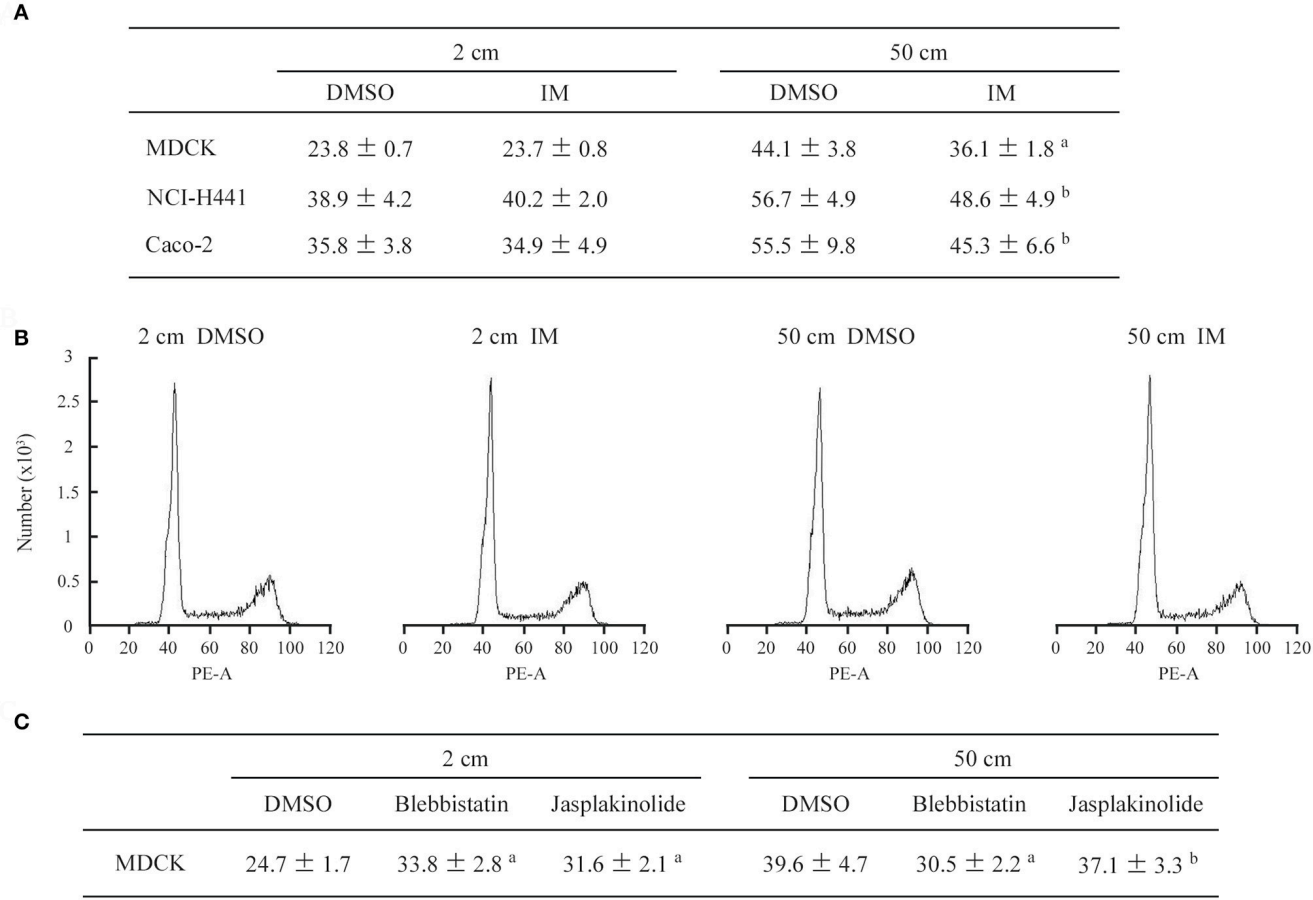
Cell growth and cell cycle analyses in the presence of pharmacological agents. **(A)** MDCK, NCI-H441, and Caco-2 cells were cultured in 2- or 50-cm-high medium containing either irsogladine maleate (IM; 100 nM) or DMSO (10,000× dilution), and their doubling times were calculated (*n* = 3 per group for each experiment). The mean and standard deviation (hour) of five independent experiments are shown. ^a,b^*P* ≤ 0.01 and 0.05, respectively, by Student's *t*-test when compared with the 50 cm DMSO group. **(B)** After 3 days of culture in 2- or 50-cm-high medium, MDCK cells were labeled with propidium iodide and analyzed by flow cytometry. Representative results are shown. **(C)** MDCK cells were cultured in 2- or 50-cm-high medium containing blebbistatin (20 μM), jasplakinolide (20 nM) or DMSO (7,500 × dilution), and their doubling times were calculated (*n* = 3 per group for each experiment). The mean and standard deviation (hour) of five independent experiments are shown. ^a,b^*P* ≤ 0.01 and *P* = 0.371, respectively, by Student's *t*-test when compared with the 50 cm DMSO group.

**Figure 6:**
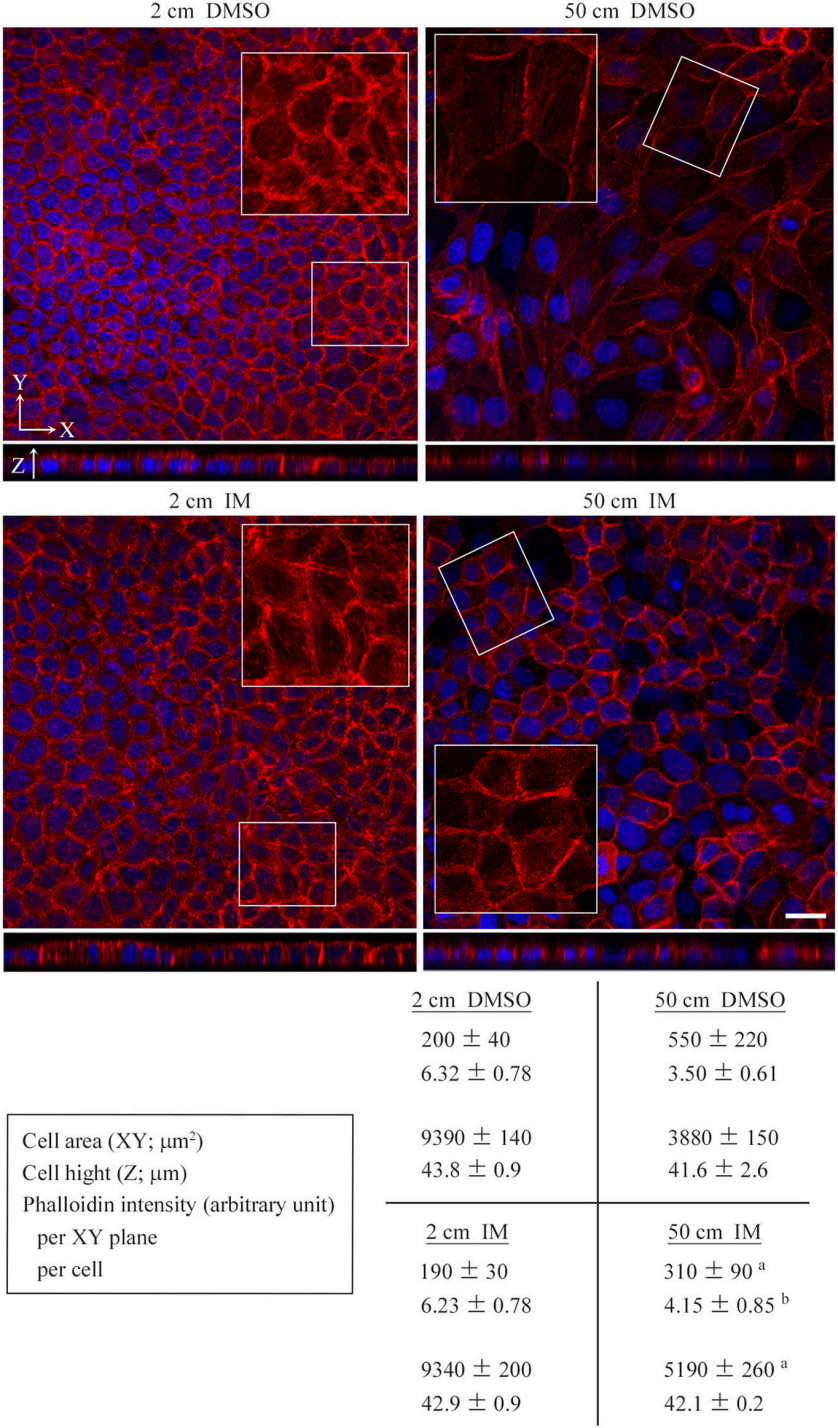
Effects of irsogladine maleate on cell morphology and phalloidin staining. MDCK cells were cultured on a semipermeable membrane for 3 days in 2- or 50-cm-high medium containing either irsogladine maleate (IM; 100 nM) or DMSO (10,000 × dilution), and stained with a mixture of phalloidin (red) and DAPI (blue). Cell area and height and phalloidin intensity were measured by laser microscopic examinations. The total intensities of phalloidin per XY plane and cell were calculated. The former is the mean intensity of three XY planes around the middle of the Z-axis. The latter is caluculated as follows: the mean phalloidin intensity of 10 randomly selected ZX planes was multiplied by the area of the XY plane, then divided by the cell number. Boxed areas are enlarged to depict intracellular phalloidin staining, where DAPI fluorescence is not merged. Shown below the photo panels are the measured and calculated values (mean ± standard deviation; *n* = 3 per group). ^a,b^*P* ≤ 0.01 and 0.05, respectively, by Student's *t*-test when compared with the 50 cm DMSO group. Scale bar = 20 μm.

We performed similar cell cultures in the presence of either blebbistatin (20 μM), a myosin II inhibitor that relieves F-actin tension, or jasplakinolide (20 nM), an inhibitor of actin filament depolymerization. Both drugs extended the MDCK cell doubling time even in 2-cm-high-medium cultures, consistent with past reports (Senderowicz et al., 1995; Hirata et al., 2017), but blebbistatin, not jasplakinolide, significantly shortened the time in 50-cm-high-medium cultures when compared with DMSO alone (Figure 5C; Figure S5).

## Discussion

In the present study, we found that relatively small increases in water pressure significantly suppressed the growth of columnar epithelial cells in association with cell height shortening and lateral widening. This cell shape change was associated with decreased intensity of phalloidin staining in the XY plane. By contrast, spherical epithelial-origin cells and mesenchymal cells were not growth-suppressed by the pressure load of 50 cm H_2_O, and did not exhibit noticeable changes in cell morphology or phalloidin staining. These results suggest that cell morphological changes and cytoskeletal remodeling are involved in growth suppression induced by modest static pressure, and are consistent with the notion that actin fibers act as a mechano-sensing apparatus (Hayakawa et al., 2011). A pressure of 50 cm H_2_O is nearly equal to 0.05 atm = 5 kPa = 5 fN nm^−2^. Nanometer-sized molecules in live cells fluctuate with forces on the piconewton order because the thermal energy of each molecule at room temperature is on the order of multiplying nanometers by piconewtons (*k*_B_*T* = 4.1 × 10^−21^ J = 4.1 pN·nm) (Merkel et al., 1999). This means that under a pressure of 5 fN nm^−2^, the force loaded on each molecule is fN order, and is too small to perturb the molecular fluctuation. How can cells convert this weak force into biological signals? According to our present study, the primary event caused by the pressure appeared to be cell-shape change, a kind of physical response. This event may trigger particular biological responses, including growth suppression and gene transactivation.

A pressure of 50 cm H_2_O made columnar epithelial cells 1.5-fold larger in cell volume, with lateral widening and cell height shortening. This cell volume increase is likely associated with an increase in cell membrane tension. Actin fibers appeared to become sparsely distributed as a result of cell volume increase because their total amount per cell was unchanged. At this time, individual actin fibers may be stretched out, as they have an extensibility as high as 200% (Labouesse et al., 2016). These events may be involved in pressure-induced cell growth retardation. Increased tension of the cell membrane may interfere with the progression of the cell cycle into the S phase because in cells proceeding to cell division, cell volume gradually increases but cell membrane tension remains low (Chang et al., 2014). Sparse distribution and/or stretching of actin fibers may do the same because preexisting actin filaments are used preferentially for the formation of the contractile ring in dividing cells (Cao and Wang, 1990). These notions are supported by the results obtained from adding IM to cultures: when 50 cm H_2_O pressure-loaded MDCK cells were treated with IM, their doubling time and cell volume decreased significantly, and phalloidin staining strengthened in the XY planes. Blebbistatin also negated the growth-suppressive effect of 50 cm H_2_O pressure load on growing MDCK cells, consistent with the recent studies reporting actin cytoskeletal tension-dependent arrest of epithelial proliferation (Furukawa et al., 2017; Hirata et al., 2017). On the other hand, some past articles clearly demonstrate that stretch-induced membrane/cytoskeletal tension has a promotive effect on epithelial cell proliferation (Aragona et al., 2013; Benham-Pyle et al., 2015). This effect is detected when dense, quiescent monolayers of epithelial cells are stretched, suggesting that it stimulates cell cycle reentry. This experimental condition is essentially different from that of the present study, in which cells were loaded with pressure when they should grow actively from sparse cultures to confluent monolayers. Thus, mechanistic force may produce opposite effects on epithelial cells between growth-suppressive or quiescent and proliferative phases.

Notably, YAP appeared to be involved in pressure-induced growth suppression of epithelial cells. YAP is known to bind angiomotin, a component of the intracellular complex of tight junctions, in the back of epithelial lateral membrane (Zhao et al., 2011). The most apparent event induced by static pressure was the lowering of epithelial cell height, i.e., the shortening of the lateral membrane in the Z-axis direction. This structural change in the lateral membrane may activate anigiomotin and/or increase angiomotin–YAP binding, resulting in enhancement of YAP phosphorylation.

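The files hold 53 keratin genes, of which 11 had an FPKM value above 1 in both cultures (no replicates). Only KRT14, at 11.87-fold, and KRT16, from 27.4 to 60.6 FPKM (2.21-fold), changed more than 2-fold. The keratins of simple epithelium were far more abundant and changed little. KRT8 had 1641 FPKM in 2-cm-high medium and 1561 FPKM in 50-cm-high medium, KRT18 had 1384 and 1306 FPKM, KRT19 had 1583 and 1400 FPKM, and KRT7 had 1461 and 1391 FPKM. Relative to the scaled median absolute deviation of the log2 ratio among the 500 features nearest in expression, KRT16 lay 6.4 deviations above 0, and KRT8, KRT18 and KRT19 lay at -0.5, -0.6 and -1.3. KRT81 (1.75-fold), KRT80 (1.41-fold) and KRT10 (1.39-fold) were higher in 50-cm-high medium, and KRT85 (ratio 0.936) and KRT75 (0.865) were lower. KRT5, the type II keratin with which keratin 14 usually pairs, was at 0 FPKM in both cultures. ATP5O, of the oxidative phosphorylation genes, was also at 0 FPKM in both. Without read counts or the status of each FPKM calculation, the zero does not show that KRT5 RNA was absent. KRT14 and KRT16 are closely related in sequence, and how the authors' mapping divided reads between them is not stated. A pseudocount of 1, the alternative that shifted KRT14 most, gave it a fold change of 9.857.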

RNA sequencing indicated that *keratin 14* was upregulated by modest static pressure in MDCK cells. This upregulation is reasonable because intermediate filaments including keratin 14 act to reinforce cell stiffness and to resist physical strain imposed on the cell (Ma et al., 1999; Nolting et al., 2014). Expression levels of keratin 14 are shown to change dynamically among cell cycle phases, and this change is apparently required for the cell division process to progress (Confalonieri et al., 2017). Constant upregulation of this keratin in MDCK cells can be regarded as one of the causes of cell growth suppression induced by pressure loading. 

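Lists of central metabolism genes were written by hand before the FPKM files were opened and compared with random features of the same expression deciles (100000 draws, 1 culture per medium height, no replicates). The 18 glycolysis genes had a mean log2 ratio of -0.3632 ± 0.511 (SD across genes), against 0.0361 for matched features (permutation p = 1e-05, the smallest the draws give, Benjamini-Hochberg adjusted p = 2.25e-05 over 9 lists), and 14 were lower in 50-cm-high medium. ALDOC, which encodes an aldolase, fell from 38.8 to 9.57 FPKM and was the only one changed more than 2-fold. For the 21 tricarboxylic acid cycle genes, the mean log2 ratio was 0.0069 ± 0.202 (SD across genes), against 0.0527 for matched features (permutation p = 0.399, adjusted p = 0.449). Of these, 10 were higher and 11 lower, from DLAT at a ratio of 0.829 to IDH3A at 1.41. Of the 92 listed oxidative phosphorylation genes, 61 could be tested. SDHA, SDHB, SDHC and SDHD are in this list and in the tricarboxylic acid cycle list, so the 2 results are not fully separate. The 61 oxidative phosphorylation genes averaged 0.0215 ± 0.145 (SD across genes), against 0.0608 for matched features (permutation p = 0.2, adjusted p = 0.266), with 40 higher and 21 lower. NDUFA2 had the lowest log2 ratio of that list, -0.374, and CYCS the highest, 0.503. The lipid synthesis lists were lower in 50-cm-high medium, with mean log2 ratios of -0.8508 for cholesterol biosynthesis and -0.3169 for fatty acid and glycerolipid synthesis. An FPKM minimum of 5 brought the glycolysis mean to -0.3398, and recentring the log2 ratios on their median brought the tricarboxylic acid cycle mean to -0.0077 and the oxidative phosphorylation mean to 0.0068. From its RNA sequencing, the paper proposes a general suppression of metabolism under pressure and, through it, a decline in molecular functions.

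**Figure D4:**
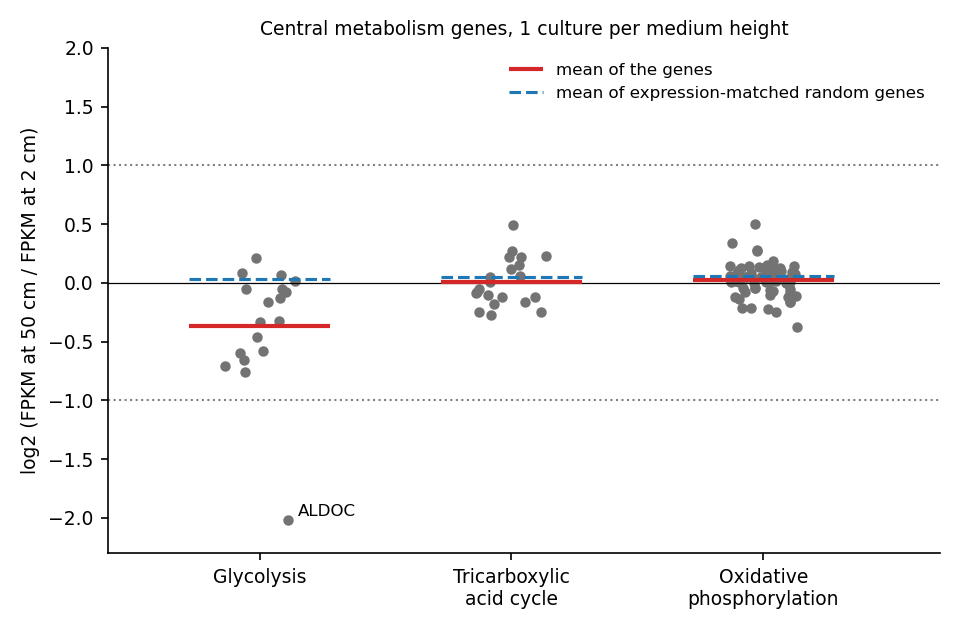
Log2 ratio of 50-cm over 2-cm FPKM (vertical axis) for each gene (gray points) of the glycolysis, tricarboxylic acid cycle and oxidative phosphorylation lists, 1 culture per medium height. Red lines are list means, blue dashed lines the means of expression-matched random features, and dotted lines 2-fold changes. The glycolysis mean lies at -0.3632, and the means of the other lists lie at 0.0069 and 0.0215.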

In addition, RNA sequencing suggested that pressure-loaded cells had a general suppression of metabolism and thereby decline in molecular functions. These conditions appear similar to those under starvation. Future studies should clarify the differences between low pressure load, which extends cell doubling time without cell cycle arrest, and starvation, which induces cell cycle arrest at the G1 phase (Cooper, 2003).

Intraluminal pressure elevation often causes the formation of tissue degenerative lesions. Hydronephrosis/obstructive nephropathy leads to renal tubular injury through urinary intraluminal pressure increase (Bratt and Nilsson, 1987; Kipari et al., 2006). Obstruction of pancreatic and biliary ducts results in ductal dilatation through intraductal pressure elevation (Turowski et al., 2011). Mechanical ventilation often leads to alveolar damage through excess airway pressure (Cabrera-Benítez et al., 2012). Delayed tissue regeneration and re-epithelialization are assumed to underlie the development of these lesions (Kipari et al., 2006; Turowski et al., 2011; Cabrera-Benítez et al., 2012). Intraluminal pressure elevation can be a direct cause of delayed tissue regeneration/re-epithelialization through the suppression of epithelial cell proliferation. The present study identified IM as a potent drug that can protect against degenerative lesion formation.

In conclusion, the growth of columnar epithelial cells appeared to be suppressed by a static pressure burden as low as a few tens of cm H_2_O. The precise mechanisms by which cells can sense such modest pressure remain unknown; however, this study highlights an important role for mutual links among the cytoskeleton, cell morphology and Hippo pathway in the proliferative responses of epithelial cells to modest pressure. These links may underlie a general mechanism of the development and progression of columnar epithelial degeneration and the delay in re-epithelialization of erosive mucosa under pathological conditions of intraluminal pressure elevation.

## Data availability

The raw data of RNA sequencing are deposited in the NCBI Gene Expression Omnibus database (accession number, GSE100794). The URL is as follows https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100794.

## Author contributions

MH: carried out the cell culture, cell staining, western blotting, and laser microscopic examinations, and performed the statistical analyses; TI, YT, RK, and AR: participated in the western blot analysis and microscopic examinations; NY: supervised the western blot analysis and data interpretation; DO: carried out RNA sequencing and deposited the data into the public database; AI: conceived and designed the study, and drafted the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

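RNA from MDCK cells, an established canine kidney epithelial line, was sequenced from 1 culture in 2-cm-high medium and 1 culture in 50-cm-high medium. The medium heights come from the paper and the sample labels, and day 3 of culture comes from the labels only. The authors made stranded mRNA libraries, sequenced 75-base single-end reads, mapped them to CanFam3.1 with TopHat 2.0.13, Bowtie 2 2.2.3 and SAMtools 0.1.19, and calculated FPKM values with Cuffnorm 2.2.1. The gene annotation and the scaling method of Cuffnorm are not stated. FPKM divides the fragments on a gene by its exon length and by the library size, so a value at the low end rests on few reads whatever its ratio, and a change in a few abundant genes shifts the others. The 2 files hold 23510 features each, with unique gene symbols.

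Ratios of 50-cm over 2-cm FPKM were computed from the values as deposited, without a pseudocount, for features above 1 FPKM in both cultures, and a feature was counted as changed above 2 or below 0.5. Because each group has 1 sample, no replicate error exists and no gene was tested on its own. For a single gene, the log2 ratio was set beside the scaled median absolute deviation of the log2 ratio of the 500 features nearest in mean log2 FPKM, which is a spread across genes. Gene lists were tested by a 2-sided permutation test of their mean log2 ratio against 100000 seeded draws of features from the same 10 expression groups, with Benjamini-Hochberg adjustment over 9 lists. These lists were written by hand before the files were opened, since the categories of Table S2 were not in the files analysed here. A further 3 lists were written after the results of the 9 lists had been seen, and were adjusted among themselves. Random draws treat genes as independent, which co-regulated genes are not, so the p-values are smaller than a test across cultures would give.

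Depth is not given as read counts. Steps in the ratios of features below 0.1 FPKM showed that 1 read was worth 9.8% more FPKM in the 50-cm-high-medium culture, but the number of reads per library remains unknown and no confidence interval for a single value was computed. A ratio was called a step of few reads when it lay within 0.05% of a ratio given by at most 10 reads in each culture, and 100 shifted sets of such ratios gave the share that arises by coincidence.

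The genes named in the text were fixed before the files were opened. They are the genes the paper names, the 10 features with the largest and the 10 with the smallest ratio, the keratins above 1 FPKM, and in each list the members changed more than 2-fold or, where there were none, the most extreme members. Not every gene that meets this rule is named. A few further genes are named for context, among them KRT5, KRT15 and KRT17, partners or relatives of keratin 14, the angiomotin relatives AMOTL1 and AMOTL2, SPP1 as the feature with the highest FPKM, and further list members, and these were added later.

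The alternatives tried were an FPKM minimum above 1 in at least one culture, above 0, above 0.1 or above 5 in both, a pseudocount of 0.1 or 1, recentring of the log2 ratios on their median, quantile normalization of the cultures, and random features of any expression. The scripts were tested on simulated data. All 200 simulated changes were recovered (100.0%), 3 unchanged genes were called changed, and of 200 random gene sets 3.0% had a permutation p under 0.05. The simulated changes lay well past 2-fold, and the noise was equal at every expression level. In the data, the SD of the log2 ratio was 0.463 in the lowest expression decile and 0.238 in the highest. The recovery and the false calls therefore check the scripts and do not give error rates for these cultures. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Left out were a planned search for AP-1 sites in promoters and the genomic positions of the genes, which need a genome that was not available, and the western blot and imaging experiments, for which no files were analysed.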

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

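Among the lists written before the files were opened, YAP target genes stood out as a signal in genes whose RNA the text of the paper does not report. Table S1 was not in the files analysed here and may name ANKRD1, which had rank 10 among the upregulated features. Their mean log2 ratio (50-cm over 2-cm) was 0.449 ± 0.42 (SD across 16 genes), against 0.019 for matched features (permutation p = 1e-05, the smallest 100000 draws give, adjusted p = 2.25e-05 over 9 lists), and 15 of 16 genes were higher in 50-cm-high medium. ANKRD1 rose 2.89-fold, and CCDC80 was the only gene that fell (ratio 0.89). CTGF was not in the files analysed here. The paper reports less nuclear YAP and more phosphorylated YAP at 50 cm, and lower YAP activity would predict a mean below 0, whereas the mean was 0.449. A single gene was not responsible, since without ANKRD1 the mean was 0.3768 (permutation p = 0.0001, 14 of 15 genes higher). Above 5 FPKM the mean was 0.4219 (permutation p = 1e-05, 14 of 15 higher), but this minimum removed only 1 gene and is a weak test of few reads. All 3 predictions were written after the mean had been seen. GC content, gene length and library batch could not be tested, because no annotation was used here and each group is 1 library, so the pattern cannot be told apart from them. Cell number fell with pressure in the paper's growth curves (Figure 1A) and may also have differed between the sequenced cultures, for which it is not given. A hypothesis that remains is that other inputs to these genes, such as the change in cell shape, may outweigh the YAP phosphorylation, and no test here separates it from the technical explanations.

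Sterol-regulated genes outside the cholesterol pathway, a list written after the fall of the pathway genes had been seen but before its own values were, had a mean log2 ratio of -0.6564 ± 0.55 (SD across 5 genes), against 0.0517 for matched features (permutation p = 8e-05, adjusted p = 0.00012 over 3 lists). All 5 were lower in 50-cm-high medium. INSIG1 fell from 118 to 42.3 FPKM, and SREBF2 had a ratio of 0.513. The paper does not discuss these genes. The prediction that they would fall with the pathway if sterol-regulated transcription were lower was written beforehand, and the value of -0.6564 is consistent with it. A minimum of 5 FPKM, set afterwards to look for an effect of few reads on the pathway genes, tested nothing, since all 21 genes lay above it in both cultures and the mean stayed at -0.8508. GC content, gene length and batch remain untested, and so does a difference in culture density or in the medium reaching the cells. Lower sterol-regulated transcription under pressure is therefore a hypothesis only.

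Hypoxia-responsive genes outside glycolysis, also listed after the glycolysis result but before their own values were seen, had a mean log2 ratio of -0.4427 ± 0.588 (SD across 18 genes), against 0.0134 for matched features (permutation p = 1e-05, adjusted p = 3e-05 over 3 lists), and 16 of 18 were lower. PDK1 fell from 46.3 to 17.1 FPKM, and ADM, EGLN3 and KDM3A had ratios of 0.421, 0.434 and 0.485. LOX (1.53-fold) and ANGPTL4 (1.78-fold) went the other way. The paper does not report on these genes. A lower hypoxia response would predict a fall in this list, as the value of -0.4427 shows, and that prediction was written beforehand. For glycolysis itself, the fall did not rest on ALDOC, since without it the mean was -0.2658 (permutation p = 0.00015, 13 of 17 lower), also predicted beforehand. The paper states that the partial pressures of oxygen were comparable in the upper and lower chambers of the culture system. Culture density may have differed along with pressure (Figure 1A), but it is not given for the sequenced cultures. GC content, gene length and batch could not be tested either, so the pattern cannot be assigned to pressure.

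Basal epithelial genes other than KRT14 had a mean log2 ratio of 0.3288 ± 0.368 (SD across 10 genes), against 0.0406 for matched features (permutation p = 0.00284, adjusted p = 0.00284 over 3 lists), and 9 of 10 were higher in 50-cm-high medium. SFN rose from 156 to 319 FPKM (2.05-fold), and S100A2 was the only tested gene that fell (ratio 0.768). The listed keratins KRT17 (0.201 to 0.0441 FPKM) and KRT15 (0.0907 to 0.0497 FPKM) were also lower in 50-cm-high medium. Both lay under the minimum of 1 FPKM, at values of few reads, and were not tested. The paper discusses keratin 14 but not this list. A wider basal programme would predict a mean above matched features, as the value of 0.3288 shows, and this prediction was written before the values were seen. KRT5, TP63, KRT6A and PKP1 were at 0 FPKM in both cultures and showed no rise. The status of these zeros is unknown, so they cannot decide for or against the programme. Several listed genes (laminin and integrin subunits) are not specific to basal cells, which weakens the case for it. GC content, gene length and batch were not tested, so the programme is a hypothesis.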

How the results depend on the processing

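No alternative applied to the gene lists changed the direction of the cholesterol, fatty acid, glycolysis and YAP target lists. None moved any of them across the adjusted p threshold of 0.05. The same held for the oxidative phosphorylation and amino acid starvation lists, which stayed above that threshold. The alternatives applied to the lists were an FPKM minimum of 0.1 or 5 in both cultures, a pseudocount of 1, recentring, and random features of any expression. The remaining alternatives, quantile normalization among them, were not applied to the lists. Of the alternative rows, 56 stayed within set limits, 17 moved, 4 changed sign and 1 passed the threshold. The limit was 1.5 times the main value for counts and ranks, and the scaled median absolute deviation for the KRT14 log2 ratio. For lists, it was the same sign and the same side of 0.05. Values could shift within these limits, as the upregulated genes did from 43 to 57 with quantile normalization. Except where stated, the alternatives and the lists were chosen before the files were opened.

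The number of changed genes depended most on the FPKM minimum. Against 185 genes in the main setting (43 up, 142 down), 384 changed with a value above 1 in at least one culture (91 up, 293 down), 1216 above 0 in both (451 up, 765 down), 730 above 0.1 (229 up, 501 down) and 62 above 5 (19 up, 43 down). A lower minimum admits more features whose ratios lie at steps of few reads, so depth may limit the count below 1 FPKM. The test of few reads did not decide how far they account for the higher count. A pseudocount of 1 left 92 genes (24 up, 68 down), since it pulls the ratios of weakly expressed genes toward 1. A pseudocount of 0.1 gave 171 genes (41 up, 130 down), recentring 190 (41 up, 149 down) and quantile normalization 158 (57 up, 101 down), and the last of these brought the numbers up and down closest among the settings with a count near the main one.

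The KRT14 fold change of 11.869 was 9.857 with a pseudocount of 1, which weighs on the 4.40 FPKM of the 2-cm-high-medium culture. KRT14 ranked 7 in place of 1 when a value above 1 was required in only one culture, because that setting admits 6 features with 0 FPKM in 2-cm-high medium, whose ratio is infinite.

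The AP-1 subunit mean of -0.008 became positive above 0.1 FPKM (0.0416), above 5 FPKM (0.0534) and with a pseudocount of 1 (0.001), each time with an adjusted permutation p of 0.454 or more. Its sign turns on how weakly expressed members are included and weighed. The tricarboxylic acid cycle mean of 0.0069 became -0.0077 on recentring, which subtracts the median of 0.0146 from every log2 ratio. In the main setting, the permutation test told neither mean apart from matched features (adjusted p = 0.922 for AP-1 and 0.449 for the tricarboxylic acid cycle). The proliferation mean of 0.1284 had an adjusted permutation p of 0.0547 against features of the same expression and 0.00524 against features of any expression, where its mean was also 0.1284. Features of any expression averaged -0.0146, below the 0.0479 of matched features, which widens the gap to the list.

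The replicate block was not run because each group has 1 sample. Summing rows that share a gene symbol gave no separate value, since no symbol is shared. The alternatives for AP-1 sites in promoters were not run, because no genome was used here.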

Differences from the paper's values

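The paper gives 730 genes changed more than 2-fold among those with an FPKM value above 1.0 in both cultures, and the same rule applied to the files gave 185. Of the alternatives set before the files were opened, an FPKM minimum of 0.1 in both cultures gave 730 genes, the paper's number. None of the others came within 1.5 times of it, with 384 genes above 1 FPKM in at least one culture, 1216 above 0 and 62 above 5 in both, 171 and 92 with pseudocounts of 0.1 and 1, 190 after recentring and 158 after quantile normalization.

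The paper places AP-1-related transcription at the head of the upregulated categories. The AP-1 subunit genes, a list that is not the paper's category, had a mean log2 ratio of -0.008 (permutation p = 0.922), with 5 of 12 genes higher in 50-cm-high medium. The paper also proposes a general suppression of metabolism. The mean log2 ratio was 0.0069 for tricarboxylic acid cycle genes (permutation p = 0.399) and 0.0215 for oxidative phosphorylation genes (permutation p = 0.2), whereas glycolysis genes and both lipid synthesis lists were lower in 50-cm-high medium.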

Other observations

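The rise in the number of changed genes as the FPKM minimum is lowered from 1 to 0.1 was tested against few reads per gene. The prediction, written beforehand, was that more than 50% of the added genes would have ratios that at most 10 reads in each culture produce. The share was 49.54%, against 1.15% for shifted ratios. It lies just under the limit set and far above coincidence, so few reads can neither be excluded nor held responsible for all of these genes.

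More genes fell than rose past 2-fold in 50-cm-high medium, 142 against 43, a ratio of 3.3. Recentring on the median gave a ratio of 3.63, but this is no test of scaling, because the median log2 ratio was above 0 and subtracting it can only add to the falls. Quantile normalization, which also removes scaling that varies with expression, gave 57 up and 101 down, a ratio of 1.77. The excess became smaller without reaching the 1.5 set as even, so scaling cannot be excluded as part of the source. If few reads were the source, genes above 5 FPKM would show even numbers, but their ratio was 2.26. All of these predictions were written after the counts had been seen, the quantile one with its value known. A common offset of 0.175 in the log2 ratio would have made the numbers equal, against a median of 0.0146. GC content, gene length and batch could not be tested, and the excess of falling genes cannot be told apart from them or from scaling.

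The rise of KRT14 was tested against reads shared with its close relatives KRT16 and KRT17. The prediction, written beforehand, was that one of them would also rise more than 2-fold. KRT16 rose 2.214-fold, while KRT17 went from 0.201 to 0.0441 FPKM, a value of very few reads. The prediction was met, but it sets a weak test. A constant share of KRT16 reads assigned to KRT14 would raise KRT14 by no more than the 2.214-fold of KRT16, less than its 11.869-fold. Shared reads with KRT16 therefore do not account for the size of the KRT14 rise, and a smaller contribution to either gene was not excluded. Library scaling was not the source, since quantile normalization gave a fold change of 12.193, a prediction written after the fold change was known.

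The genes of the Hippo proteins that the paper measured by western blot changed little as RNA (no replicates). The ratio of 50-cm over 2-cm FPKM was 1.03 for STK3, which encodes MST2, 1.20 for LATS1, 1.26 for LATS2, 1.04 for YAP1 and 0.778 for WWTR1, which encodes TAZ. AMOT, which encodes angiomotin, was at 0 FPKM in both cultures. As for KRT5, this zero does not show that AMOT RNA was absent. The AMOT relatives AMOTL1 and AMOTL2 had 4.73 and 17.3 FPKM in 2-cm-high medium, with ratios of 0.992 and 1.81. MCM7, whose protein the paper used as a marker of DNA replication, had a ratio of 1.20. ACTB, the loading control of the keratin 14 blot, rose from 636 to 824 FPKM (1.30-fold), and GAPDH had a ratio of 0.945. LMNB1 (1.04), LMNB2 (1.23) and CADM1 (0.879) also stayed within 1.5-fold.

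The paper describes slower growth without an apparent arrest in any cell cycle phase and with comparable proportions of MCM7-positive cells. A fall in proliferation genes would therefore not follow from its findings. As a list, the proliferation genes did not fall. Their mean log2 ratio was 0.1284 ± 0.188 (SD across 50 genes), against 0.0479 for matched features (permutation p = 0.0304, adjusted p = 0.0547 over 9 lists), and 36 of 50 were higher in 50-cm-high medium. The adjusted value does not pass 0.05. For the likeness to starvation that the paper raises, 28 genes of the amino acid starvation response had a mean log2 ratio of 0.0953 ± 0.384 (SD across genes), against 0.0292 for matched features (permutation p = 0.207, adjusted p = 0.266), with 20 of 28 higher, from ADM2 at a ratio of 0.573 to CTH at 1.80. No difference was detected in this list, which covers only one kind of starvation.

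A few features were at 0 FPKM in one culture and above 1 FPKM in the other. Of the 6 at 0 in 2-cm-high medium, the highest reached 60.0 FPKM in 50-cm-high medium, and of the 22 at 0 in 50-cm-high medium, the highest had 5.61 FPKM in 2-cm-high medium. A zero beside a value of 60.0 FPKM was not examined further, since the files give neither read counts nor the status of each FPKM calculation. No explanation was tested. SPP1, which encodes osteopontin, had the highest value in both cultures, 12470 FPKM in 2-cm-high medium and 8135 FPKM in 50-cm-high medium (ratio 0.652).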
